A study of Mus musculus with 8 samples. Its data were reported in "Analysis of N6-Methyladenosine Methylation Modification in Fructose-Induced Non-Alcoholic Fatty Liver Disease" (2021).

How the data were processed

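Liver RNA was sequenced in 8 libraries. Of these, 4 came from db/db mice, which carry a defect of the leptin receptor gene and become obese and diabetic, and 4 from control C57BL/6 mice. Groups were taken from the strain given in the labels, and both groups are described there as untreated. The labels number no replicate across the groups, so replicates are numbered within a group for naming only. Nothing in the labels says outright that each library came from a separate animal, and p-values then measure the spread between these libraries, which may in part be technical. The labels give neither the age nor the background strain of the db/db mice. Per the methods of the study they came from another supplier than its C57BL/6J mice and were younger when purchased. The methods do not say whether the controls used here were among those C57BL/6J mice. The age of the db/db mice at collection is not given.

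Per the labels, ribosomal RNA was removed from total liver RNA and stranded libraries were built. Per the submitters' processing notes, the authors trimmed reads with cutadapt 1.9.3, aligned them with HISAT2 2.0.4 to mouse build mm10, and quantified genes with Cufflinks and Cuffdiff. The versions of these last programs, the annotation release and the use of strand in counting are not given in the sources used here. The deposited table holds FPKM (fragments scaled by transcript length and library size) that the authors computed for each gene in each library, with no pooling of replicates. It lists 22564 protein-coding genes, of which 6724 were at 0 in all 8 libraries, and 1 row held no values. The sum of FPKM ranged from 555661 to 676884 per library. The values are not counts, so no count model was used.

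An FPKM table keeps no read totals, so the absolute depth is unknown. For genes under 0.3 FPKM the ratio of 2 libraries piles up at the ratio of what 1 fragment is worth in each. By this measure the libraries held between 0.81 and 1.1 times the depth of control replicate 1. An exact 0 can be a failed estimate in this table. Albumin (Alb), the main protein made by hepatocytes, was listed at 0 in all 8 libraries, and several mitochondrially encoded genes were listed at 0 in db/db libraries only. For these genes the value of each library is given with no fold change.

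Values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 4 of the 8 libraries were tested, which left 9863 genes. The groups were compared with limma 3.58.1 in R 4.3.3 (linear model with empirical Bayes moderation and a mean-variance trend, 2-sided, no covariate), and p-values were adjusted by Benjamini-Hochberg over all tested genes. An adjusted p under 0.05 was taken as a change. All adjusted p-values of single genes come from this limma fit. A fold change on the log2(FPKM + 1) scale understates the change of weakly expressed genes. Genes were also counted at thresholds taken from the study, an absolute logFC above 1.5 with an unadjusted p under 0.05. The study gives no base for logFC, which was read as log2 and, after the data were seen, also as a fold change of 1.5. The supplementary tables of the study list changed genes whose log2 fold change is smaller than this threshold, which the log2 reading would leave out. Its own test and its batch adjustment were not repeated here.

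In total, 43 gene lists covering hepatic metabolism, immune responses, cell types, RNA quality and sex were fixed before the data were examined, together with the test, the alternative settings and the rule for named genes. Several lists hold genes that supplementary tables of the study report as changed in db/db livers. Examples are Hsd3b5 and Serpina1e (male-biased), Fasn and Elovl6 (lipogenesis), H2-Aa and H2-Ab1 (class II), and Igfbp2 and Enho (insulin and IGF). The study chose genes in part on these samples, so counts and p-values of such lists are not independent evidence. The 34 lists with at least 5 tested members were compared with all other tested genes by camera (limma) with its preset correlation of 0.01 between genes, adjusted over these lists. The estimated correlation and fry, a test of each list against no change rather than against other genes, were run as alternatives. Ranges of a list's adjusted p cover the camera settings, and fry is given apart. Counts of members that changed are given over all tested genes and adjusted over the list alone. The rule for named genes took Lepr; the 8 largest rises and 8 largest falls among changed genes whose groups did not overlap and whose higher group had a mean of at least 5 FPKM; up to 4 members of each list with the smallest adjusted p; and 11 of the genes the study names for db/db mice, strain markers and Y-linked genes. It gave 140 genes. Where a list had few members in a direction, those outside the rule are named too and were chosen after their values were seen.

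The fit was tested on simulated data with the control means and the residual spread of these libraries. Of genes changed by 0.5 log2, limma recovered 21.1% (15 of 71), of those changed by 1 log2 78.7% (48 of 61), and of those changed by 2 log2 95.6% (65 of 68), among 9863 genes. Unchanged genes made up 2.29% of its calls. Far fewer genes were changed in the simulation than the 2729 that passed in the data. The Benjamini-Hochberg adjustment is stricter where fewer genes change, so the recovered shares cannot be carried over to these libraries. Camera called 12 of 12 lists shifted by 0.5 log2 and 0 of 16 lists without a shifted member. The simulated genes were drawn independently of each other, while in these libraries the estimated correlation within a list reached 0.714 (class II genes). The simulation therefore does not measure false calls of camera among correlated genes.

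The alternatives chosen beforehand were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, array weights, no mean-variance trend, each replicate left out in turn, and the other list tests. After the data were seen, 3 more were added besides the other reading of logFC. The first left out the mitochondrially encoded genes and the H2 region of chromosome 17, the second kept only genes with at least 90% unique sequence, and the third removed each library's trend with exon length. Positions are from GENCODE mouse release 21 on GRCm38, which is the build mm10, and 21839 gene identifiers were found in it. Of these, 21813 overlapped the locus that the table gives. Sequence uniqueness is the share of 31-base words of a gene's transcripts found in no other gene. Genes of the Mup, Cyp2c, Cyp3a, Cyp4a, Ces, H2, Saa, histone and globin families share sequence with close copies, and how the authors' counting divided such reads is not known, so their levels are uncertain. Outside these families, unique sequence made up 39.3% of Gsta2, 47.7% of Hspb1, 52.2% of Nnt and 61.5% of Gstp1. It made up 65.9% of Orm2, 66.6% of Acaca, 70.2% of Bhmt and 76.9% of Hamp2, so these levels are uncertain too. Tests of single measures in the closing section are exact permutation tests over 4 against 4 libraries or Fisher's exact tests, run in Python 3.11.15 with scipy 1.17.1. Xist, H2-Ea, Ighm, Chil3, Ifit3b, Ahsp, Hbb-b1 and Hbb-b2 are absent from the table and were not used here. The livers of fructose-fed mice that the study also sequenced were not analysed here.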

Results

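Gene expression was measured by RNA sequencing in 4 liver libraries of db/db mice and 4 of control C57BL/6 mice. The comparison asks how the liver transcriptome of this genetic model of fatty liver differs from that of controls. Between 9592 and 9948 genes reached 1 FPKM in a library, and the 10 genes with the highest values held 21.2% to 24.7% of the summed FPKM. Absolute depth is unknown, and relative depth ranged from 0.91 to 1.1 in db/db and from 0.81 to 1.0 in control libraries. Values are FPKM given as mean ± SD with n = 4 libraries per group unless stated. Where a list holds few members in a direction, those beyond the 4 with the smallest adjusted p were chosen for naming after their values were seen, as were Rps18, B2m, Cd74 and mt-Co3.

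Compared with the control group, db/db livers expressed more of the genes for fatty acid synthesis, fatty acid oxidation, glycolysis and female-biased metabolism. They expressed less of the male-biased genes, of MHC genes and of hepatocyte markers. These differences passed as gene lists with a preset correlation between genes, and none of them passed with an estimated correlation (adjusted p = 0.249 to 0.289). Several of these lists hold genes that the study had already reported as changed in db/db livers, so they are not independent of its findings. In total, 1582 genes were significantly higher and 1147 were significantly lower in db/db livers by limma, among 9863 tested. The counts were 1375 and 1337 with median-ratio scaling and 1404 and 1384 with quantile normalization. At an absolute log2 fold change above 1.5 and an unadjusted p under 0.05, 152 genes were higher and 119 were lower. With a pseudocount of 0.1, 260 were higher and 437 passed in total, and among genes with unique sequence 92 were higher and 70 were lower. With the study's threshold read as a fold change of 1.5, which was chosen after the data were seen, 993 were higher and 733 were lower. The first principal component held 64.6% of the variance and separated the groups, while the second held 10.3% and set db/db replicate 1 (score 27.6) apart from the other db/db libraries (-14.8 to -5). Without that library, 1431 genes were higher and 1055 were lower.

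Lepr, the leptin receptor gene whose defect defines db/db mice (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352, plus strand, mm10), was near the limit of measurement in both groups. It stood at 0.72, 0.559, 0.657 and 0.53 FPKM in db/db replicates 1 to 4 and at 0.953, 0.78, 0.461 and 0.681 FPKM in control replicates 1 to 4. It did not reach the level needed for testing, and a value per gene does not show the altered splicing of the db allele. Among the Y-linked genes fixed to check the sex of the animals, Ddx3y (10.6 ± 2.49 against 8.37 ± 1.81 FPKM), Eif2s3y (35.8 ± 2.02 against 36.1 ± 6.05) and Kdm5d (2.69 ± 0.517 against 1.84 ± 0.548) did not differ significantly. Uty rose from 2.02 ± 0.517 to 3.26 ± 0.507 FPKM (adjusted p = 0.0326), and 1 of the 4 genes also passed when adjusted over the list alone. Uty did not pass without db/db replicates 1 (0.0791) or 2 (0.0773) or control replicates 1 (0.0664) or 3 (0.0684), and over all alternatives its adjusted p ran from 0.0292 to 0.0791.

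The 8 largest rises included cytochrome P450 and sulfotransferase genes. Cyp2b9, a cytochrome P450 gene expressed mainly in female liver (chromosome 7, 26173411 to 26210661), rose from 0.324 ± 0.431 to 211 ± 40.7 FPKM (log2 fold change 7.35, SE 0.21, adjusted p = 5.95e-09). The sulfotransferase genes Sult2a2, Sult1e1 and Sult2a7 rose by log2 fold changes of 7.12, 7.04 and 6.98. They were followed by Cyp2b13 (6.97), Ly6d (5.90) and Cyp2a22 (5.66). Gm10260, a single-exon gene on chromosome 13 (97760072 to 97760632) that shares 68.7% of its 31-base words with the ribosomal protein gene Rps18, rose from 6.32 ± 0.667 to 311 ± 23.1 FPKM, while Rps18 fell from 719.5 ± 82.4 to 98.7 ± 17.2 FPKM. Only 25.5% of the sequence of Sult2a2 and 21.8% of that of Gm10260 is unique. Unique sequence made up 59.2% of Cyp2b13, 65.4% of Cyp2a22 and 73.9% of Cyp2b9. The levels of all these genes are uncertain.

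The 8 largest falls included 4 genes of the male-biased list and 2 mitochondrially encoded genes. Serpina1e, an alpha-1-antitrypsin gene (chromosome 12, 103946931 to 103958975), fell from 8991 ± 1413 to 92.6 ± 63.4 FPKM (log2 fold change -6.80, SE 0.37, adjusted p = 7.72e-07). Hsd3b5, which encodes a steroid dehydrogenase, Mup7, a major urinary protein gene, Selenbp2 and the aldehyde oxidase gene Aox3 had log2 fold changes of -6.48, -6.27, -4.67 and -4.66. The ribosomal protein gene Rpl21 (chromosome 5, 146832890 to 146837032) fell from 191 ± 26.6 to 0.917 ± 0.216 FPKM. Its log2 fold change was -6.64, against a median of -0.71 over the ribosomal protein genes, a set chosen after its values were seen. Rpl21 shares sequence with a single-exon copy, so its level is uncertain. Unique sequence made up 45.8% of Serpina1e, 65.9% of Hsd3b5, 40.7% of Selenbp2 and 10% of Mup7, so their levels are uncertain. The rule also took mt-Co1 and mt-Nd4, which are listed at 0 in 4 and 3 db/db libraries and are described with the mitochondrially encoded genes.

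Most tested genes of de novo lipogenesis were higher in db/db livers. Of 19 tested members, 12 were higher and none was lower (13 and 0 adjusted over the list alone), with a median log2 fold change of 1.15. Scd1, the stearoyl-CoA desaturase gene (chromosome 19, 44394455 to 44407879), rose from 419 ± 108 to 3457 ± 1202 FPKM (log2 fold change 3, SE 0.29, adjusted p = 3.96e-05). The elongase genes Elovl6 and Elovl5 rose from 6.56 ± 3.48 to 57 ± 12.1 and from 56.7 ± 12.9 to 313 ± 128 FPKM. Fasn, which encodes fatty acid synthase, rose from 92.8 ± 36.6 to 391 ± 219 FPKM (adjusted p = 0.0055), and Acaca, the acetyl-CoA carboxylase gene, from 7.63 ± 1.26 to 13.4 ± 3.40 FPKM. Srebf1, a transcription factor gene of this pathway, stood at 57.4 ± 22.6 against 44.3 ± 17.2 FPKM and did not pass (adjusted p = 0.424). Camera called the list higher (adjusted p = 1.46e-05, and adjusted p = 0.249 with an estimated correlation).

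Triglyceride synthesis and lipid droplet genes were also higher, with 13 of 23 higher and 1 lower (14 and 1 adjusted over the list alone) and a median log2 fold change of 0.55. Gpam, the glycerol-3-phosphate acyltransferase gene, rose from 4.33 ± 1.54 to 23.9 ± 3.29 FPKM. The monoacylglycerol acyltransferase genes Mogat1 and Mogat2 rose from 0.567 ± 0.367 to 13.3 ± 5.78 and from 0.166 ± 0.160 to 3.83 ± 0.821 FPKM, and Agpat2 from 56.9 ± 13.4 to 156 ± 21.8 FPKM. The member that fell was Lpin1, which encodes a phosphatidate phosphatase (31.8 ± 7.85 to 5.86 ± 4.55 FPKM). This group passed by camera (adjusted p = 0.000395, and adjusted p = 0.249 with an estimated correlation).

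**Figure D1:**
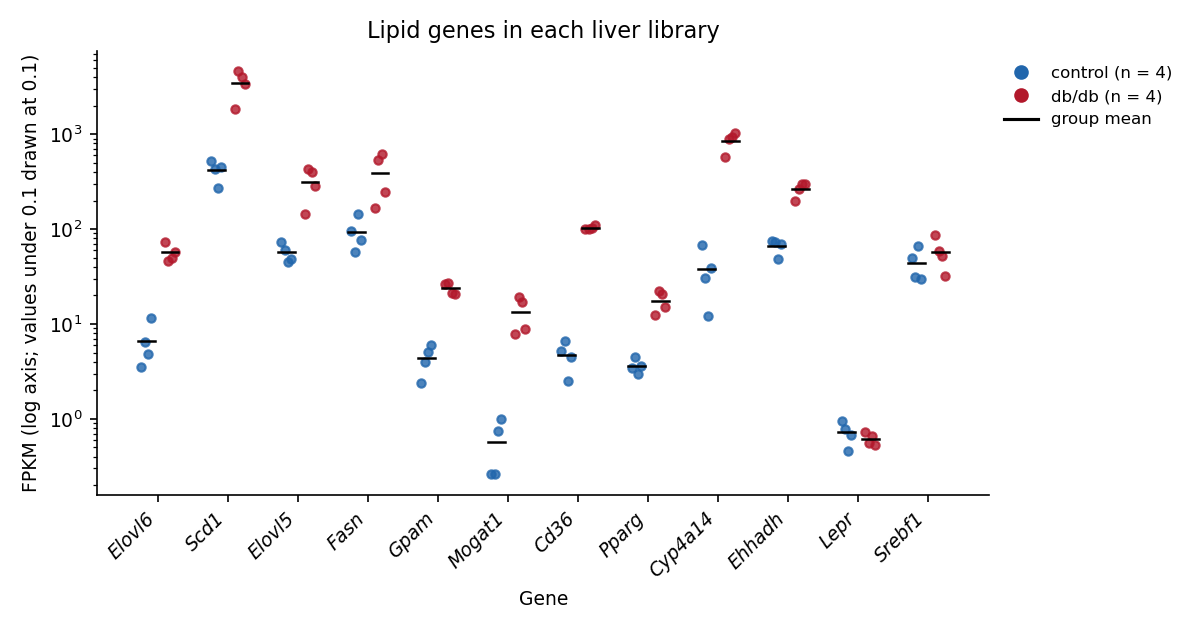
FPKM of lipid genes and of Lepr in each library on a log axis, with control libraries in blue, db/db libraries in red and group means as black lines (n = 4 libraries per group). Cd36 stood between 99.9 and 111 FPKM in the db/db libraries and between 2.48 and 6.68 FPKM in the controls, while Lepr and Srebf1 overlapped between the groups.

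Among genes of fatty acid uptake and binding, 6 of 15 were higher and 1 was lower (6 and 2 adjusted over the list alone), and the list did not pass (median log2 fold change 0.20, camera adjusted p = 0.131, range 0.0298 with no filter to 0.416, and 0.000972 by fry). Cd36, a fatty acid transporter gene (chromosome 5, 17781690 to 17888801), rose from 4.72 ± 1.74 to 104 ± 5.18 FPKM (log2 fold change 4.25, SE 0.20, adjusted p = 3.29e-07). Pparg, which encodes a lipogenic nuclear receptor, rose from 3.63 ± 0.603 to 17.7 ± 4.74 FPKM and Acsl5 from 101 ± 10.0 to 207 ± 38.3 FPKM. The fatty acid binding protein gene Fabp5 fell from 26.1 ± 4.10 to 8.99 ± 3.24 FPKM.

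Fatty acid oxidation genes and targets of the nuclear receptor PPARalpha were higher in db/db livers. Of 32 members, 24 were higher and none was lower (24 and 0 adjusted over the list alone), with a median log2 fold change of 0.79. Cyp4a14 and Cyp4a10, which encode fatty acid omega-hydroxylases, rose from 37.5 ± 23.5 to 854 ± 192 and from 99.1 ± 26.8 to 1051 ± 261 FPKM, with levels uncertain because of close copies. The peroxisomal gene Ehhadh rose from 66.6 ± 12.6 to 263 ± 47.7 FPKM and the mitochondrial gene Acadm from 154 ± 8.89 to 317 ± 43.7 FPKM. Abcd2, a peroxisomal transporter gene, stood at 2.47 ± 1.68 against 1.09 ± 0.833 FPKM and did not pass (adjusted p = 0.273). It passed without db/db replicate 1, which held 0.264 FPKM (log2 fold change 1.06, adjusted p = 0.0186, range 0.0186 to 0.533 over all alternatives). Camera called these genes higher as a list (adjusted p = 2.88e-09, and adjusted p = 0.249 with an estimated correlation).

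A list fixed beforehand held 11 of the genes that the study names for db/db mice. The study names more, in its supplementary tables, and other lists here hold some of those. Of the 10 tested, 7 were higher (Cd36, Gpam, Scd1, Elovl5, Apoa4, Fasn and Acaca), 1 was lower (Cyp7b1), and Abcd2 and Srebf1 did not pass. The same counts held adjusted over the list alone. The median log2 fold change was 1.76 (camera adjusted p = 0.000921, and adjusted p = 0.249 with an estimated correlation). The study chose these genes in part on these samples, so neither count is independent evidence of their direction. Ythdc2, an m6A reader gene also on this list, was too weakly expressed to test (0.421 ± 0.473 against 0.245 ± 0.118 FPKM).

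Apolipoprotein and lipoprotein genes went both ways, with 5 of 24 higher and 3 lower (5 and 3 adjusted over the list alone). Apoa1, which encodes the main protein of high-density lipoprotein, fell from 15006 ± 2439.7 to 982 ± 274 FPKM (log2 fold change -3.97, SE 0.22, adjusted p = 9.5e-07). Apom fell from 188 ± 39.5 to 29.1 ± 11.3 FPKM, and Sort1 from 1.68 ± 0.255 to 0.536 ± 0.0908 FPKM. Apoa4 rose from 44.8 ± 9.99 to 140.2 ± 45.3 FPKM, and Mttp, Apoc2 and Lipg rose by log2 fold changes of 0.61, 0.71 and 0.85. The list had a median log2 fold change of 0.03 and a mean of -0.09, and camera gave a downward direction that did not pass (adjusted p = 0.896). The sign of its median turned with median-ratio scaling (-0.02).

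Cholesterol synthesis genes were lower, with 7 of 23 lower and 1 higher (9 and 1 adjusted over the list alone) and a median log2 fold change of -0.40. Cyp51, Idi1 and Sqle, which encode enzymes of sterol synthesis, fell from 41.6 ± 3.59 to 12.1 ± 1.61, from 67.8 ± 11.9 to 14.6 ± 6.00 and from 20.3 ± 4.40 to 5.57 ± 1.92 FPKM. Camera gave the cholesterol list an adjusted p = 0.000921, and an adjusted p = 0.344 with an estimated correlation. The bile acid list held 5 higher and 4 lower genes among 23 (5 and 4 adjusted over the list alone). Its median was 0.10 and its mean -0.17, and camera gave an upward direction that did not pass (adjusted p = 0.925). The sign of the median turned without db/db replicate 1 (-0.01), without control replicate 4 (-0.01) and with array weights (-0.03). Cyp7b1, the oxysterol hydroxylase of the alternative bile acid pathway, fell from 209 ± 13.0 to 14.8 ± 12.7 FPKM, and Cyp27a1 from 248 ± 28.0 to 149.7 ± 25 FPKM, while Slco1a1 and Cyp2c70 had log2 fold changes of -3.50 and -1.28. Akr1d1 and the efflux transporter gene Abcc4 rose from 48.6 ± 4.46 to 147 ± 16.7 and from 0.382 ± 0.126 to 2.78 ± 0.996 FPKM. Abcb4, Slc10a1 and Abcc2 rose by 0.68, 0.46 and 0.71 log2.

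Genes of glycolysis, fructose metabolism and the pentose phosphate pathway were higher. Of 20 members, 14 were higher and 2 were lower, both over all genes and adjusted over the list alone, with a median log2 fold change of 0.62. Gpd1, Pdk1, Pklr and Gckr rose from 94.7 ± 9.11 to 253 ± 23.2, from 17.2 ± 3.67 to 47.9 ± 3.15, from 75.5 ± 22.6 to 185 ± 33.8 and from 27.5 ± 4.73 to 54.7 ± 4.27 FPKM. The members that fell were Pfkfb3 and Pgls (log2 fold changes -1.30 and -0.53). Glycolysis passed by camera (adjusted p = 0.000921, and adjusted p = 0.249 with an estimated correlation). In the gluconeogenesis and glycogen list, 7 of 15 were higher and 1 was lower (7 and 1 adjusted over the list alone), and the list did not pass (median 0.26, camera adjusted p = 0.22, range 0.109 to 0.416, and 0.0145 by fry). G6pc, the glucose-6-phosphatase gene, rose from 123 ± 51.5 to 278 ± 58.4 FPKM, Pcx from 63.3 ± 1.42 to 115 ± 12.4 FPKM and Gbe1 from 38.4 ± 3.56 to 72.9 ± 19.6 FPKM. Gys2, the hepatic glycogen synthase gene, fell from 223 ± 29.9 to 98.0 ± 15.9 FPKM.

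Insulin and IGF signalling genes were lower, with 6 of 19 lower and 2 higher (6 and 3 adjusted over the list alone) and a median log2 fold change of -0.20. Igfbp2 and Enho, which encode an IGF binding protein and the secreted peptide adropin, fell from 668 ± 124 to 45.3 ± 24.0 and from 16.1 ± 7.05 to 0.248 ± 0.189 FPKM. Igfals and Igf1, targets of growth hormone, fell from 41.8 ± 3.93 to 19.8 ± 4.76 and from 565 ± 40.6 to 376 ± 41.4 FPKM. Pik3r1 rose by 0.38 log2. Insulin and IGF signalling passed by camera (adjusted p = 0.0283, and adjusted p = 0.249 with an estimated correlation). The call was also lost with quantile normalization (0.0508) and without control replicate 4 (0.0538), and its camera adjusted p ran from 0.00719 to 0.249 (0.00061 by fry). The median was -0.31 without db/db replicate 1 and -0.12 without db/db replicate 3.

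Sex-biased genes moved apart. All 12 tested female-biased genes were higher, over all genes and adjusted over the list alone, with a median log2 fold change of 3.27. The other 11 of the 23 members were too weakly expressed to test, and a filter on expression admits such genes mainly where they are high in db/db livers. With no filter the median was 2.38. Cyp2b9, Sult2a2, Sult1e1 and Cyp2b13 had the smallest adjusted p-values. Of 32 male-biased, growth hormone responsive genes, 23 were lower and 2 were higher (24 and 2 adjusted over the list alone), with a median log2 fold change of -2.44. Serpina1e, Hsd3b5, Mup7 and Selenbp2 led the falls, and Gstp1 fell from 803 ± 231 to 98.7 ± 12.8 FPKM. The members that rose were Cyp4a12a and Mup19 (1.46 and 1.32 log2), whose families hold close copies. In db/db replicate 1 several male-biased genes were less reduced, with Mup7 at 661 FPKM against 44.1 to 103 and Cyp7b1 at 33.8 against 7.45 to 9.24 in the other db/db libraries. Camera gave adjusted p = 2.88e-09 for the female-biased and 3.73e-12 for the male-biased list, and both had an adjusted p = 0.249 with an estimated correlation.

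**Figure D2:**
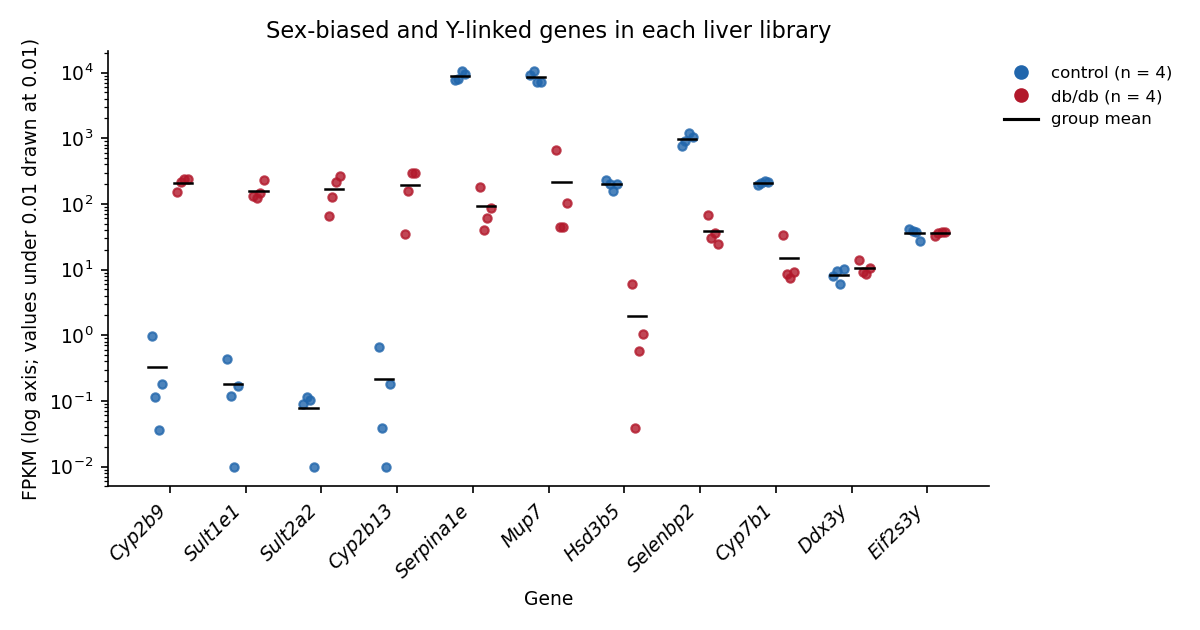
FPKM of sex-biased and Y-linked genes in each library on a log axis, with control libraries in blue, db/db libraries in red and group means as black lines (n = 4 libraries per group). Cyp2b9 stood between 153 and 239 FPKM in the db/db libraries and at 0.965 or less in the controls, Mup7 between 44.1 and 661 against 7247 to 10386 FPKM, and the ranges of Ddx3y and Eif2s3y overlapped.

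Xenobiotic cytochrome P450 genes did not pass as a list (median log2 fold change 0.16, camera adjusted p = 0.134), although 10 of 24 were higher and 4 were lower (10 and 5 adjusted over the list alone). Cyp2b10, Cyp2c39, Cyp2c38 and Cyp3a59 rose from 1.63 ± 0.825 to 23.7 ± 1.73, from 0.673 ± 0.644 to 14.4 ± 3.21, from 11.5 ± 4.27 to 68.7 ± 23 and from 12.5 ± 2.99 to 58.6 ± 12.9 FPKM. The last 3 belong to families with close copies. Cyp1a2 fell from 447 ± 162 to 199 ± 36.8 FPKM, and Cyp2d22, Cyp2d10 and Cyp2c44 had log2 fold changes of -0.55, -0.49 and -0.62. The list passed with quantile normalization (0.00745), without control replicate 1 (0.0467), with the length trend removed (0.0488) and by fry (0.0137), and its camera adjusted p ran from 0.00745 to 0.576. Among conjugation enzymes and carboxylesterases, 17 of 36 were higher and 6 were lower (19 and 6 adjusted over the list alone), with a median of 0.45. Ephx1 and Gsta2 rose from 194 ± 6.05 to 459 ± 25.9 and from 53.9 ± 16.5 to 373 ± 104 FPKM, while Aox3 fell from 99.9 ± 10.6 to 3.49 ± 2.76 FPKM. That list had a camera adjusted p = 0.0127, and an adjusted p = 0.289 with an estimated correlation.

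Oxidative stress response genes were higher, with 7 of 17 higher and none lower (8 and 0 adjusted over the list alone) and a median log2 fold change of 0.37. Gsr rose from 17.6 ± 0.685 to 24.8 ± 1.53 FPKM, and Nqo1, Srxn1 and Nfe2l2, the last encoding the transcription factor NRF2, rose from 2.83 ± 0.621 to 17.2 ± 4.28, from 8.42 ± 0.510 to 19.6 ± 3.41 and from 29.4 ± 5.98 to 62.7 ± 14.4 FPKM. The oxidative stress list passed by camera (adjusted p = 0.00361, and adjusted p = 0.249 with an estimated correlation). Endoplasmic reticulum stress genes were lower, with 5 of 18 lower and none higher, over all genes and adjusted over the list alone (median -0.28, and -0.18 without control replicate 4). Sdf2l1 fell from 21.7 ± 5.80 to 4.36 ± 1.66 FPKM, Asns from 2.59 ± 1.02 to 0.291 ± 0.355, Creld2 from 46.1 ± 14.0 to 23.4 ± 0.990 and Atf4 from 74.0 ± 13.9 to 48.6 ± 2.28 FPKM, and Manf had a log2 fold change of -0.73. That list had a camera adjusted p = 0.00192, and an adjusted p = 0.416 with an estimated correlation.

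In the urea cycle and amino acid list, 7 of 22 were higher and 1 was lower (8 and 1 adjusted over the list alone). Bhmt, Gldc and Gpt2 rose from 1156 ± 134 to 4401 ± 598, from 13.1 ± 3.21 to 42.7 ± 4.88 and from 108 ± 12.8 to 192 ± 10.9 FPKM, and Csad, an enzyme gene of taurine synthesis, fell from 70.4 ± 3.28 to 7.57 ± 2.24 FPKM. The list did not pass (median 0.09, camera adjusted p = 0.134) except with quantile normalization (0.0132), without control replicate 3 (0.0307) and by fry (0.0429), and its camera adjusted p ran from 0.0132 to 0.576. Without control replicate 3 the median was 0.2. Acute phase and metallothionein genes went both ways, with 9 of 26 higher and 5 lower (10 and 5 adjusted over the list alone, median 0.18, camera adjusted p = 0.257). Orm2, Orm3 and Lcn2 rose from 28.5 ± 5.19 to 248 ± 19.3, from 1.73 ± 0.834 to 62.1 ± 5.73 and from 6.71 ± 3.52 to 123 ± 50.0 FPKM, and the hepcidin gene Hamp2 rose from 52.9 ± 18.2 to 1324 ± 805 FPKM. Its paralog Hamp fell from 2855 ± 336 to 922 ± 255 FPKM, and Hpx, Itih4, Itih3 and Saa4 had log2 fold changes of -0.54, -0.73, -0.72 and -0.67. That list passed with quantile normalization (0.03) and by fry (0.0107), and its camera adjusted p ran from 0.03 to 0.998.

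**Figure D3:**
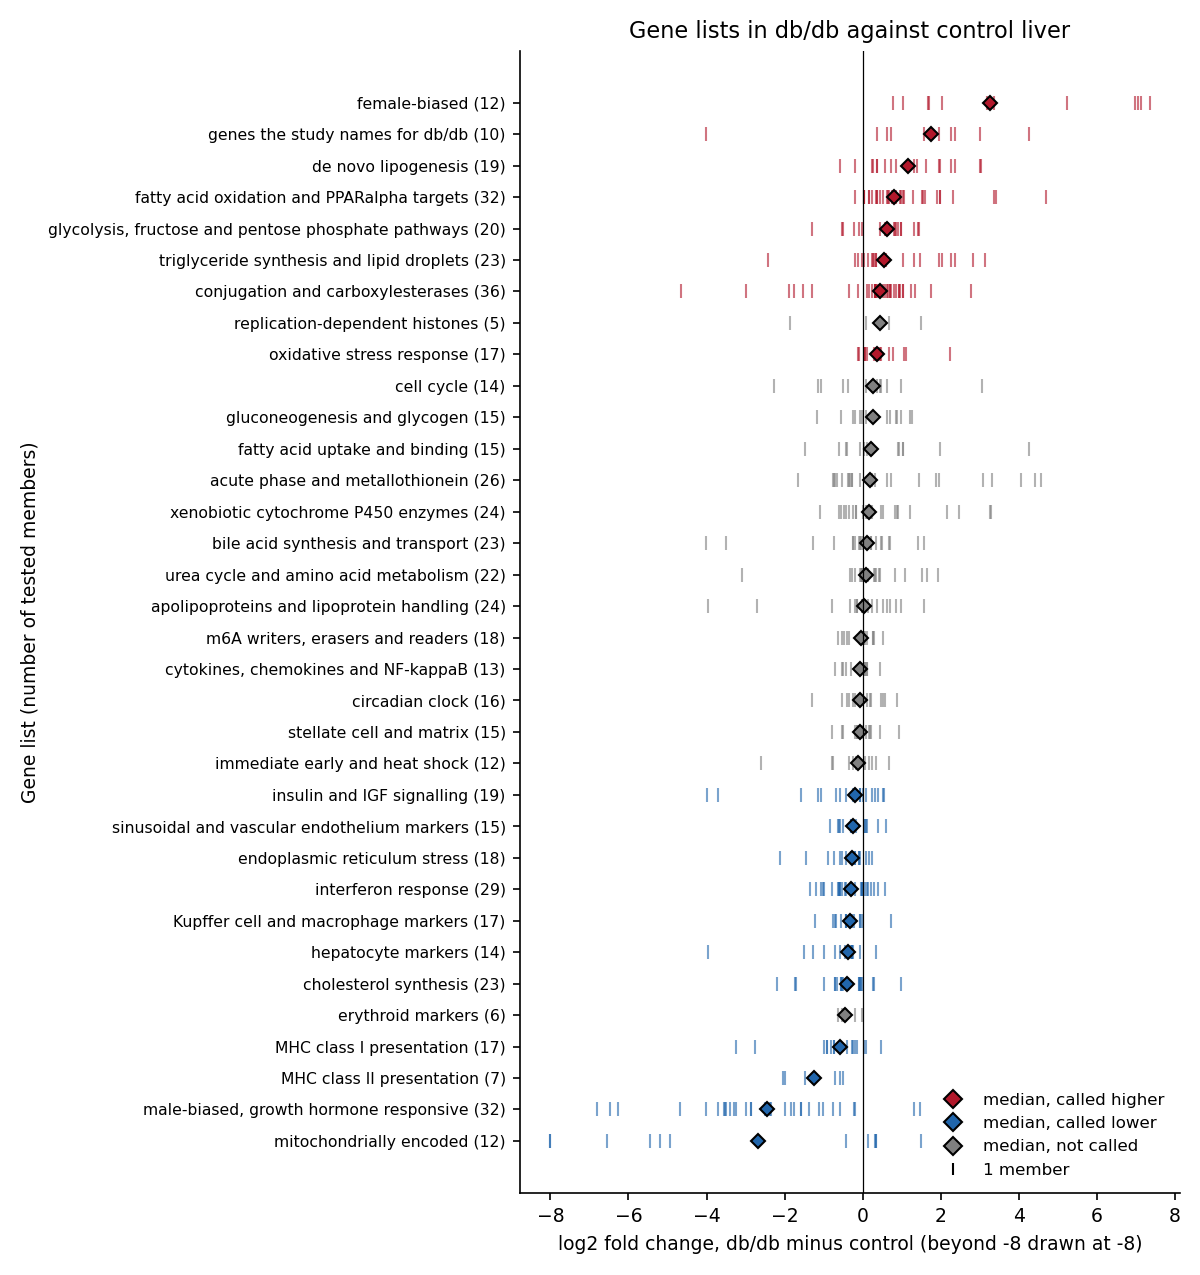
Log2 fold change of the tested members of each gene list with at least 5 tested members (ticks) and their median (diamonds), db/db minus control, n = 4 libraries per group. Medians ran from -2.68 for mitochondrially encoded genes, several of which are listed at 0 in db/db libraries, to 3.27 for female-biased genes; red and blue mark lists called higher or lower by camera with its preset correlation.

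Antigen presentation genes were lower in db/db livers. Of 17 MHC class I genes, 9 were lower and none was higher (10 and 1 adjusted over the list alone), with a median log2 fold change of -0.59. H2-K1, a class I chain gene (chromosome 17, 33996017 to 34000347), fell from 792 ± 49.8 to 84.2 ± 17.1 FPKM (log2 fold change -3.24, SE 0.14, adjusted p = 1.76e-07), and H2-Q7 from 23.1 ± 3.35 to 2.56 ± 0.298 FPKM. H2-T22 and H2-T23 fell by 0.92 and 0.73 on the log2 scale. B2m, which encodes the shared light chain, stood at 2699.9 ± 452 against 2958 ± 282 FPKM and did not pass (adjusted p = 0.5). Of 7 class II genes, 4 were lower over all genes and 7 adjusted over the list alone, with none higher and a median of -1.26. The chain genes H2-Aa, H2-Ab1 and H2-Eb1 fell from 29.4 ± 7.70 to 6.25 ± 1.67, from 25.9 ± 9.40 to 5.81 ± 2.81 and from 19.2 ± 5.90 to 7.92 ± 4.44 FPKM, and H2-DMb1 from 2.77 ± 1.30 to 0.278 ± 0.133 FPKM. Cd74, the invariant chain gene, stood at 30.5 ± 13.1 against 49.0 ± 12.1 FPKM and did not pass (adjusted p = 0.0681). The H2 chain genes differ between mouse strains, the background strain of the db/db mice is not stated, and the levels of this family are uncertain. Camera gave adjusted p = 6.72e-06 for class I and 0.000229 for class II, and these were adjusted p = 0.249 and adjusted p = 0.289 with an estimated correlation. The class I call was lost without the H2 region (0.257) and among genes with unique sequence (0.152), and its camera adjusted p ran from 5.06e-07 to 0.257.

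**Figure D4:**
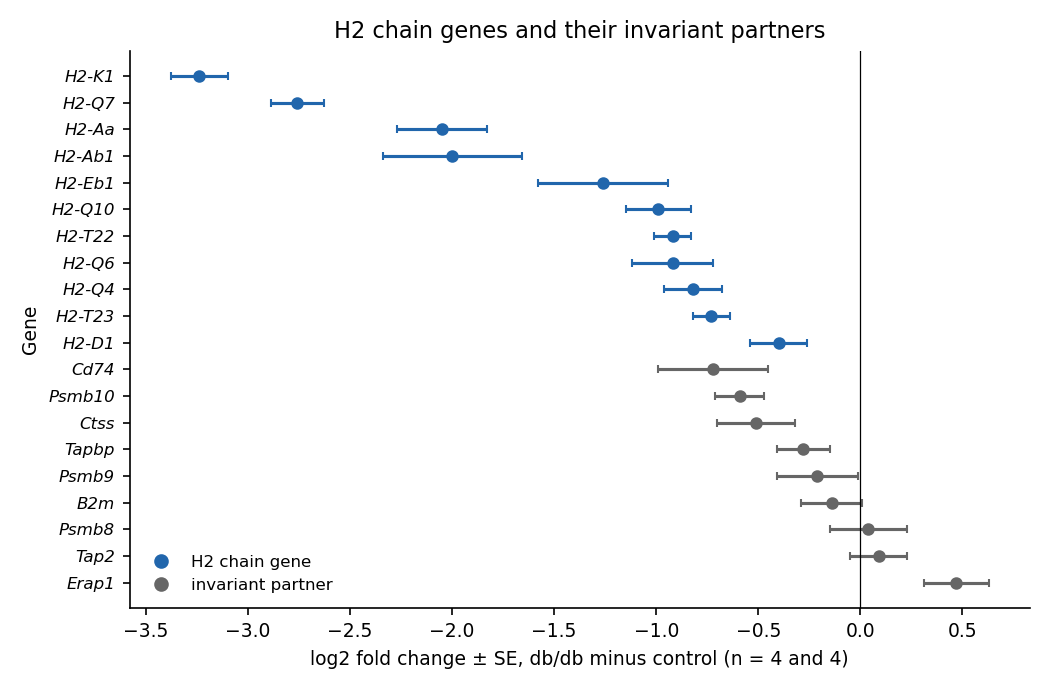
Log2 fold change with its SE of 11 tested H2 chain genes (blue) and 9 partner genes (grey, marked as invariant partner), db/db minus control, n = 4 libraries per group. Differences of the partners between strains were not tested. The chain genes lay between -3.24 and -0.40, and the partners between -0.72 for Cd74 and 0.47 for Erap1.

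Nnt, a mitochondrial transhydrogenase gene that is truncated in the C57BL/6J substrain (chromosome 13), was fixed as a strain marker and rose from 16.1 ± 4.54 to 38.0 ± 9.13 FPKM (log2 fold change 1.19, adjusted p = 0.00275). It was the 1 tested member of its list, over all genes and adjusted over the list alone.

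Interferon response genes were lower, with 9 of 29 lower and 1 higher, over all genes and adjusted over the list alone (median -0.29). The mean log2 score of the list was 2.62 to 2.68 in db/db replicates 1, 3 and 4, but 3.14 in db/db replicate 2, within the range of the controls (3.08 to 3.14). Without that library the median was -0.51. Bst2, Ifitm3, Irgm2 and Rtp4 fell from 209 ± 40.9 to 80.6 ± 6.25, from 573 ± 64.4 to 283 ± 48.6, from 6.06 ± 1.09 to 2.16 ± 0.801 and from 10.3 ± 1.74 to 4.73 ± 1.39 FPKM, and Irgm1 rose by 0.58 log2. The interferon list passed by camera (adjusted p = 0.000921, and adjusted p = 0.416 with an estimated correlation). Of 13 tested cytokine, chemokine and NF-kappaB genes, 1 was lower, over all genes and adjusted over the list alone. That gene was Nfkbia (27.4 ± 2.97 to 19.0 ± 2.82 FPKM). The cytokine list did not pass (median -0.06, camera adjusted p = 0.247) except without db/db replicate 2, which gave a median of -0.37 (adjusted p = 0.0173, range 0.0173 to 0.681 over the camera settings). Without db/db replicate 1 the median was 0.03.

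Macrophage and endothelial marker lists were lower beside these immune genes. Of 17 Kupffer cell and macrophage markers, 4 were lower and 1 was higher (7 and 1 adjusted over the list alone), with a median of -0.32. C1qa, Folr2 and Marco fell from 45.1 ± 6.35 to 26.1 ± 4.54, from 7.43 ± 2.33 to 4.02 ± 0.522 and from 3.57 ± 3.11 to 0.693 ± 0.177 FPKM, Clec4f had a log2 fold change of -0.56, and Mpeg1 rose from 8.10 ± 1.34 to 14.2 ± 2.60 FPKM. The macrophage list passed by camera (adjusted p = 0.00392, and adjusted p = 0.432 with an estimated correlation) but not by fry (0.115), and its camera adjusted p ran from 0.000456 to 0.432. The call for Marco was lost without control replicate 1 (0.0656) or any one of db/db replicates 1 to 4 (0.0506 to 0.0599), over a range of 0.0109 to 0.0761. Of 15 endothelial markers, 4 were lower and none was higher (5 and 1 adjusted over the list alone, median -0.26). Clec4g, Fcgr2b, Bmp2 and Stab1 fell from 43.4 ± 3.89 to 30.3 ± 1.87, from 29.0 ± 4.97 to 18.5 ± 1.64, from 4.13 ± 0.489 to 2.32 ± 0.612 and from 29.6 ± 10.8 to 15.7 ± 3.79 FPKM. That list had a camera adjusted p = 0.0384, and an adjusted p = 0.416 with an estimated correlation. Its call was also lost with array weights (0.0512) and without any one of db/db replicates 1 (0.0774) and 4 (0.0653) and control replicates 1 (0.0629) and 2 (0.0525), over a range of 0.0102 to 0.416. Stab1 did not pass without db/db replicates 1 (0.0547) or 4 (0.0667) or control replicate 1 (0.0504), over a range of 0.0103 to 0.0667.

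Among stellate cell and matrix genes, Rgs5 rose from 7.05 ± 0.742 to 14.4 ± 1.27 FPKM, and Col5a3 and Des fell from 4.88 ± 1.52 to 2.38 ± 0.935 and from 1.69 ± 0.428 to 0.892 ± 0.311 FPKM. These were the 1 higher and 2 lower of 15 members (1 and 2 adjusted over the list alone), and the list did not pass (median -0.08, camera adjusted p = 0.645). Both calls were lost without any one of control replicates 1 to 3 or db/db replicate 3, that for Col5a3 also without db/db replicate 1, and that for Des also without db/db replicates 2 or 4 (adjusted p 0.0511 to 0.0928). Of 3 monocyte and neutrophil markers, Plac8 fell from 8.24 ± 1.17 to 4.66 ± 1.44 FPKM (1 lower, and 2 adjusted over the list alone). Of 3 cholangiocyte markers, 1 was lower, over all genes and adjusted over the list alone. No T and NK cell, B and plasma cell or dendritic cell marker reached the level needed for testing. Of 6 erythroid markers, 1 was lower (2 adjusted over the list alone), namely Klf1 (2.85 ± 0.342 to 1.75 ± 0.175 FPKM), and the list did not pass (median -0.46, camera adjusted p = 0.0935) except without control replicate 4 (0.0373) and with no filter (0.0477), over a range of 0.0373 to 0.556. The adipocyte and pancreas lists had 1 tested member each. Retn rose from 0.108 ± 0.141 to 5.23 ± 3.01 FPKM and Cela1 fell from 17.7 ± 2.88 to 2.30 ± 0.362 FPKM, over all genes and adjusted over the list alone.

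Hepatocyte markers were lower, with 7 of 14 lower and none higher (9 and 0 adjusted over the list alone) and a median log2 fold change of -0.37. Beside Apoa1, the fetuin gene Ahsg fell from 7194 ± 947 to 2983 ± 396 FPKM, and Serpina1a and Serpina1c fell from 2055 ± 187 to 1051 ± 223 and from 2430.4 ± 254 to 912 ± 429 FPKM. Unique sequence made up 34.8% of Serpina1a and 17.8% of Serpina1c. Hepatocyte markers passed by camera (adjusted p = 5.44e-05, and adjusted p = 0.249 with an estimated correlation). Quantile normalization also ended the call (0.0572), over a range of 1.35e-06 to 0.249. Albumin is listed at 0 in every library and was not tested.

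Among m6A writers, erasers and readers, the enzymes and binding proteins of the RNA modification the study addressed, 4 of 18 were lower and none was higher (3 and 0 adjusted over the list alone). Mettl3, the catalytic writer, fell from 11.1 ± 1.31 to 6.85 ± 1.02 FPKM (log2 fold change -0.63, SE 0.13, adjusted p = 0.00504). Ythdf1, Hnrnpc and Ythdc1 fell from 10.7 ± 0.785 to 7.86 ± 0.842, from 35.1 ± 3.81 to 27.2 ± 1.71 and from 15.4 ± 0.983 to 10.7 ± 2.98 FPKM. The list did not pass (median -0.04, camera adjusted p = 0.226). Without db/db replicate 3 its median was 0, and without control replicate 2 it was 0.03. The call for Ythdc1 was lost without any one library other than db/db replicates 2 and 4 (0.0583 to 0.0977). That for Ythdf1 was lost without db/db replicates 2 and 3 or control replicates 1 and 4 (0.0523 to 0.059), and that for Hnrnpc without db/db replicates 2 and 3 or control replicate 4 (0.0749 to 0.0773).

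Of 16 clock genes, 3 were higher and 1 was lower, over all genes and adjusted over the list alone (median -0.07, camera adjusted p = 0.858). Dbp fell from 122 ± 43.0 to 46.5 ± 7.69 FPKM, and Nfil3 and Clock rose from 6.23 ± 1.92 to 12.1 ± 1.84 and from 1.87 ± 0.152 to 3.29 ± 0.590 FPKM. Without db/db replicate 3 or control replicates 1 or 2 the median was 0.02, 0.02 and 0.05. Cell cycle genes went both ways, with 4 of 14 higher and 5 lower (5 and 5 adjusted over the list alone, median 0.26, camera adjusted p = 0.904). Cdkn1a, a cell cycle inhibitor gene, rose from 0.510 ± 0.509 to 11.3 ± 2.73 FPKM, and Mcm2, Mcm4 and Mcm3 rose by 0.99, 0.62 and 0.47 log2. Mcm10 and Ccnd1 fell from 104 ± 26.2 to 21 ± 7.42 and from 5.22 ± 0.444 to 1.99 ± 0.388 FPKM, and Rrm2, Ccne1 and Mcm7 had log2 fold changes of -1.14, -0.50 and -0.39.

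Of 12 immediate early and heat shock genes, which respond to handling of tissue, 3 were lower and none was higher, over all genes and adjusted over the list alone (median -0.13, camera adjusted p = 0.156). Hspb1, Junb and Ier2 fell from 23.3 ± 7.58 to 3.33 ± 2.49, from 10.9 ± 2.28 to 6.03 ± 0.717 and from 13.4 ± 2.99 to 7.35 ± 1.18 FPKM. Of 5 replication-dependent histone genes, Hist1h4i rose from 1.30 ± 0.267 to 5.61 ± 1.82 FPKM (1 higher, also adjusted over the list alone, with a list median of 0.43 and camera adjusted p = 0.226, 0.0145 by fry), and its level is uncertain because of close copies.

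Several mitochondrially encoded genes are listed at 0 in db/db libraries, so a comparison of the group rests on these values. mt-Co1 was at 0 in all 4 db/db libraries and at 10784, 12809.8, 10029 and 12329 FPKM in control replicates 1 to 4. mt-Nd4 was at 0, 0, 0 and 4493 FPKM in db/db replicates 1 to 4 and at 6323, 6929, 5031 and 4815 FPKM in controls. mt-Co3 was at 0, 0, 0 and 749.8 FPKM in db/db and at 381, 394, 1031 and 375 FPKM in controls. mt-Atp6 was at 0, 0, 0 and 63.1 FPKM in db/db and at 138, 67.4, 284 and 42.5 FPKM in controls. mt-Nd5 rose from 622 ± 108 to 1758 ± 462 FPKM. With the values at 0 included, 7 of 12 were lower and 1 was higher (7 and 2 adjusted over the list alone, median -2.68, camera adjusted p = 0.0278, and adjusted p = 0.249 with an estimated correlation). That call was also lost without db/db replicate 1 (0.0713), with quantile normalization (0.298) and with the length trend removed (0.15), over a range of 1.84e-05 to 0.298 by camera.

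Camera with its preset correlation called 19 of the 34 lists, 8 higher and 11 lower. With an estimated correlation it called 0 lists after adjustment and 5 at an unadjusted p under 0.05, so none of the 19 calls held, while fry called 24.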

Values the study reported

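At thresholds of an absolute logFC above 1.5 and p under 0.05, the study counted 2351 differentially expressed genes in db/db livers. It gave 1404 of them (59.72%) as up-regulated and 947 (40.28%) as down-regulated. For livers of mice on the high-fructose diet it counted 1104 such genes, and 455 were shared between both models.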

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

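The tests of the H2, sex-biased and ribosomal protein genes below, and the splits of the libraries, were chosen only after those results were seen, while the search for unusual libraries was fixed before.

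H2 chain genes fell more in db/db livers than 9 partner genes that act with them. Among the partners, Tap2, Psmb8 and Psmb9 lie in the chromosome 17 interval given below. Differences of the partners between strains were not tested. H2-DMb1, a class II gene in neither set, had a log2 fold change of -1.49. Per library, the mean log2 value of 11 chain genes minus that of 9 partners was lower by a difference of -1.26 (exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give), and class II chains minus Cd74 and the macrophage list differed by -1.39 (exact permutation p = 0.0286). The second value argues against a loss of macrophages as the whole cause. Apart from Cd74 it rests on macrophage markers, and no dendritic or B cell marker could be tested, so a loss of those cells stays open. Among other genes of the same interval of chromosome 17 (33938821 to 37483552), 18 of 74 were lower (24.3%) against 1117 of 9773 elsewhere (11.4%, Fisher's exact p = 0.00161). The interval also holds genes of antigen processing such as Psmb8 and Tap2, and Rps18, whose level is uncertain. This share therefore cannot tell a strain difference from a change in immune cells. A background strain whose H2 variants align poorly to the C57BL/6 reference or are expressed at another level remains a candidate explanation. The background strain of the db/db mice is not stated, and effects of genotype, age or supplier on these genes stay open and untested.

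Female-biased genes were higher and male-biased genes lower in livers whose Y-linked genes were expressed. Ddx3y stood at 8.57 FPKM or more in every db/db library, which argues against female livers among them. Among members with at least 90% unique sequence, 8 male-biased genes had a median log2 fold change of -1.92 (7 lower). For the male-biased genes this argues against reads shared between gene copies as the whole cause. The 4 female-biased genes of this kind had a median of 2.09 (4 higher). The filter on expression admits such genes mainly where they are high in db/db livers, so this value cannot decide for the female-biased genes. A response to the db/db genotype, for example through growth hormone signalling, may account for the pattern. Genotype may change together with supplier, background strain and age here, and none was tested apart.

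Ribosomal protein genes, a set chosen after its values were seen, were lower as a group. Of 81 tested, 76 were lower and none was higher, with a median log2 fold change of -0.71 (interquartile range -0.89 to -0.59; camera p = 2.63e-36, and p = 0.0336 with an estimated correlation). With each library's length trend removed the median was -0.67 (75 lower), and with quantile normalization it was -0.6. The quantile value argues against the authors' normalization as the whole cause. The 14 members with at most 10% of their words in single-exon genes had a median of -0.66 (quartiles -0.8 and -0.6, 11 lower). A loss of all shared reads would give about -0.15 if reads fell evenly over these words. Exon lengths and words were taken over all annotated transcripts of a gene, which gave Rpl21 3400 and Rpsa 3170 bases. The expressed transcripts may be shorter, so the length-removed median and the 14 members cannot decide on length bias or shared reads. Both stay open, shared reads also for single genes such as Rps18, Rpsa and Rpl21. Lower expression of the ribosomal protein genes in db/db livers may be real, and remains a hypothesis found and tested on the same data.

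Of the 35 splits of the 8 libraries, the real one gave the most changed genes (2729 genes, against 1 in the highest other split). It also gave the most at an absolute log2 fold change above 1.5 (271 genes, against 67). Any other split mixes the groups, so the difference between them widens the spread within each side and few genes can pass. With 1 of 35 also the smallest share possible, these 2 counts do not exclude chance. For the number of gene lists 2 of the 35 splits gave at least 19 lists, and the highest other split gave 20, so by this count chance cannot be excluded either. That split keeps 3 db/db libraries (replicates 1, 3 and 4) on 1 side with control replicate 1 and so holds part of the real contrast, while the 18 splits with 2 db/db libraries on each side gave 0 to 9 lists.

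A library far from the other 3 of its group was found in 29 of 362 groups of values, where chance gives about 1 in 20 groups, or 18. Of these, 11 were in db/db replicate 1 and 7 in db/db replicate 4. In db/db replicate 1 the mean log2 score of cholesterol synthesis was 4.24 (others 4.63 to 4.69) and that of hepatocyte markers 10.4 (others 10.1). Hsd3b5 stood there at 6.06 FPKM (others 0.0389 to 1.04), Mup7 at 661 (44.1 to 103), Cyp7b1 at 33.8 (7.45 to 9.24), G6pc at 365 (242 to 254), Igfals at 26.9 (16.8 to 18.1), Gstp1 at 118 (91.7 to 93.5), Gldc at 50.0 (39.8 to 40.6), Serpina1c at 1555 (689 to 711) and Ythdc2 at 1.13 (0.171 to 0.2). In db/db replicate 4 the score of erythroid markers was 4.82 (5.06 to 5.09) and that of mitochondrially encoded genes 9.14 (5.68 to 5.74), with mt-Nd4 at 4493 and mt-Atp6 at 63.1 FPKM (both 0 in the others), Gsta2 at 527 (299 to 338), Creld2 at 21.9 (23.7 to 24.0) and Mettl3 at 8.38 (6.32 to 6.38). In db/db replicate 2 the interferon score was 3.14 (2.62 to 2.68, with controls at 3.08 to 3.14) and Fabp5 stood at 13.8 FPKM (7.04 to 7.56), and in db/db replicate 3 the m6A score was 2.82 (2.98 to 3.0).

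Among control libraries, replicate 4 had an insulin and IGF signalling score of 4.43 (others 4.18 to 4.21), G6pc at 199 FPKM (85.9 to 104), H2-Aa at 17.9 (32.4 to 34.5) and Hnrnpc at 40.8 (32.7 to 34.0). Control replicate 3 held Ehhadh at 48.0 FPKM (70.5 to 74.9) and Apoa1 at 18621 (13473 to 14334). In control replicate 1 Cyp2b9 stood at 0.965 FPKM (0.0357 to 0.182), and in control replicate 2 Plac8 stood at 6.5 (8.67 to 9.05).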

How the results depend on the processing

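The settings without mitochondrially encoded and H2 genes, with unique sequence alone and with the length trend removed were chosen only after the data were seen. Across all settings 0 genes were called in the opposite direction. Higher genes ranged from 1247 to 1461 and lower genes from 878 to 1081 when 1 library was left out. Of 133 named genes that passed, 123 passed in each setting that tested them, and 74 of the 133 were tested in every setting. Most were named for a small adjusted p or a large change in the main fit, which favours stability, so this count does not describe all calls. With 1 library left out, 1225 to 1366 of the 1582 higher genes and 862 to 992 of the 1147 lower genes kept their call. With the study's threshold read as a fold change of 1.5, also chosen after the data were seen, 993 genes were higher, 733 lower and 1726 in total. With it read as log2 a pseudocount of 0.1 gave 260 higher genes and 437 in total, since it stretches low values, and genes with unique sequence gave 92 higher, 70 lower and 162 in total, partly because fewer genes were tested. Of the 19 lists called, 13 kept the call in each setting that tested them other than the estimated correlation, while female-biased genes were too few to test with unique sequence and class II genes too few without the H2 region, and of the 15 not called 8 passed in some setting. With an estimated correlation 0 lists were higher and 0 lower by camera (5 at an unadjusted p under 0.05), against 14 higher and 10 lower by fry. The first principal component separated the groups in every setting and held 61% of the variance with no filter, 70% at a mean of at least 5 FPKM, 60.1% with unique sequence, and 64.1% to 68.5% with 1 library left out. Several medians that did not pass turned sign, and the cause was not tested. These were -0.02 for apolipoproteins with median-ratio scaling, -0.03 for bile acid genes with array weights (-0.01 to 0.13 with 1 library left out), -0.27 for acute phase genes with unique sequence, 0.03 for cytokines with array weights (-0.37 to 0.03 with 1 library left out), and 0.02 for immediate early genes with no filter. With 1 library left out, m6A genes ranged from -0.09 to 0.03 and clock genes from -0.16 to 0.05. Eif2s3y gave -0.05 with median-ratio scaling, -0.04 with quantile normalization, -0.05 with the length trend removed, and -0.12 to 0.08 with 1 library left out. No paired analysis was possible because the labels pair no db/db library with a control library. The depth behind each FPKM is unknown, so the precision of weakly expressed genes such as Lepr is not known.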

Other observations

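No further explanation is tested in this part, and the sets of ribosomal protein genes, their copies and exon length classes were chosen only after the values were seen.

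Genes with processed, single-exon copies elsewhere in the genome gave a further view of the ribosomal protein genes. Rps18, which lies inside the H2 interval of chromosome 17, fell from 719.5 ± 82.4 to 98.7 ± 17.2 FPKM, and Rpsa from 329.7 ± 45.8 to 53.4 ± 7.12 FPKM (log2 fold changes -2.86 and -2.60). Of 93 tested pairs of a single-exon copy and its spliced parent, 11 had a higher copy and a lower parent, and 0 had the reverse. Examples are Gm10260 and its parent Rps18, Rpsa-ps10 and Rpsa, Gm10020 and Rpl15, and Gm8730 and Rplp0. Over 39 single-exon copies of ribosomal protein genes the median log2 fold change was -0.45, with 6 higher and 20 lower, and over 57 other single-exon copies it was 0.02. With the length trend removed these medians were -0.22 (9 lower) and 0.22. Among 124 other spliced genes with at least 30% of their words in single-exon genes, 15 were higher and 25 were lower, with a median of 0.04. The levels of copies and parents are uncertain where their sequences are shared.

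Fold changes differed with exon length, which was not tested. The median log2 fold change was -0.14 over 801 genes of up to 1500 bases of exon and 0.09 over 5222 genes above 4000 bases. Against the mean of all libraries, the medians of short and long genes were -0.25 and 0.11 in db/db replicate 1, and 0.13 and -0.07 in control replicate 1 and 0.17 and -0.08 in control replicate 3. In db/db replicates 2, 3 and 4 they were -0.03 and 0.06, -0.01 and -0.03, and -0.01 and 0.03. In control replicates 2 and 4 they were -0.02 and -0.01, and 0.03 and -0.02. The difference therefore holds for neither group as a whole.

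At the study's threshold, 271 genes passed here with logFC read as log2, and 1726 with logFC read as a fold change of 1.5. Both are lower than the count given by the study, the second less so, and supplementary tables of the study list changed genes that only the second reading would include. The counts differ in more than this reading. The study's own test and batch adjustment were not repeated, weakly expressed genes were filtered out here, and adding 1 to each FPKM shrinks their fold changes. What separates the counts was not tested.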
